A study of Mus musculus with 3 samples. Its data were reported in "Lung mesenchymal stromal cells influenced by Th2 cytokines mobilize neutrophils and facilitate metastasis by producing complement C3" (2021).

How the data were processed

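RNA-seq was performed by the authors on cultured lung mesenchymal stromal cells (LMSCs) of MMTV-PyMT mice, which develop mammary tumours. Per the labels, there was 1 library of total RNA for each of 3 tumour stages: A-LMSC (adenoma, 7 weeks of age), PM-LMSC (pre-metastatic, 11 weeks) and M-LMSC (metastatic, 13 weeks). Per the study's methods, adherent cells were depleted of CD45-positive leukocytes with magnetic beads and grown to passage 3. The submitters' processing notes name TopHat2 2.0.9 and the mm10 genome. The counting program and the gene annotation behind the table are not given in the sources used here, nor is it stated whether the libraries were stranded, so reads on overlapping or antisense genes cannot be assigned with certainty.

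The deposited table holds whole-number counts per gene for each library. It also holds FPKM values, which the authors scaled by gene length and library size. FPKM divided by count differed between libraries by a near-constant factor, so the deposited FPKM carry no scaling beyond the library total. Of 34748 lines, 6 lines with incomplete values, from 3 genes, were left out, and these genes are not analysed here. The remaining lines gave 34742 genes, of which 27 had symbols turned into dates by a spreadsheet and were renamed by their Ensembl identifier. Where genes shared a symbol (122 genes), the one with the lowest Ensembl number kept it. All per-sample columns were assigned to a stage by the labels.

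Main values were CPM (counts relative to the library total) from the deposited counts, scaled by TMM factors (edgeR 4.0.16 in R 4.3.3), on the scale log2(CPM + 1). Each comparison gave the log2 ratio of the libraries with this pseudocount of 1. A gene was counted where its higher library reached at least 1 CPM and the ratio was at least 2-fold. With 1 library per stage, no test was run and no p-value is given. Single values carry exact Poisson 95% intervals of their count. The interval of a ratio is that of the CPM without a pseudocount. A count of 0 was set to 3 counts to give a lower bound of a fold, and no fold is given where both libraries lie at or under that floor. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.

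Named genes followed a rule set before the data were examined. C3 was named in every library. For each comparison, the 12 genes with the largest positive and the 12 with the largest negative ratio were taken, and 15 in each direction by their smaller shift in PM-LMSC and M-LMSC against A-LMSC. Symbols of unnamed gene models, pseudogenes and small RNAs were passed over, with gene types from GENCODE M21. Members of the fixed lists were named when their list was described, those with the largest ratios first, together with the surface markers that the study states, Actb, Gapdh and sex-linked genes. Single values of a few list members are not reported.

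In all, 31 gene lists were fixed before the data were examined: complement components, complement regulators and receptors, neutrophil attractants, other chemokines, IL-4 and IL-13 signalling parts, STAT6 response genes, NF-kB and acute inflammation, interferon response, antigen presentation, LMSC surface markers, collagens and matrix, matrix proteases and inhibitors, myofibroblast and smooth muscle, pericyte, lung fibroblast subtypes, mesothelial, lung epithelial, mammary tumour epithelial, endothelial, leukocyte, proliferation, p53 targets and senescence, immediate early, hypoxia and glycolysis, cholesterol synthesis, adipogenic, osteogenic and chondrogenic, retinoid and xenobiotic, HOX genes, control genes, and female and male genes. Except for the sex-linked genes, each list was summarised by the median log2 ratio of the members that reached 1 CPM in a library, with an interval from the order of its members. This median was placed as a percentile among 10000 random lists of the same size, matched on mean expression in 20 bins. A second epithelial list was written before its values were seen, and a list of milk genes was written after some of its values were seen.

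Transcript length and GC content were those of the longest GENCODE M21 transcript, for 98.6% of genes. As alternatives chosen after seeing the data, a trend of the log2 ratio with GC content and then with length was fitted on protein-coding genes by lowess (span 0.3) and subtracted, and random lists were matched on both expression and GC content. The subtraction also shifts genes near the floor, so its values were read for abundant genes and for lists. The alternatives set before the data were examined were pseudocounts of 0.1 and 5, median-of-ratios size factors (DESeq2 1.42.0), upper-quartile scaling, the deposited FPKM (with the minimum of 1 applied to FPKM, so that the genes compared and the list members also differ), no minimum, a minimum of 5 CPM, random lists without matching, and list medians over members with a mean of at least 1 CPM.

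The procedure was tested on simulated data made from the mean profile of the 3 libraries. With 100 genes made 3-fold higher and 100 made 3-fold lower, all were recovered in both comparisons with A-LMSC, and 0% of 7305 unchanged deep genes were called. These draws held counting noise without biological variation, so the 0% gives no rate of false calls in real libraries. With a GC bias put into A-LMSC, 73 and 79 were recovered in the comparison with PM-LMSC and 14.0% of unchanged deep genes were called. After the trend was removed from the same simulated data, 100 and 100 were recovered and 0% were called. The bias put in was a smooth function of GC content, with no length bias and with counting noise only. Its removal by a curve over GC content was thus built in, and does not show how well the subtraction works on the real libraries. A further simulation drew unchanged PM-LMSC and M-LMSC libraries against 1 shared A-LMSC library, with a biological coefficient of variation of 0.2 or 0.4. At 0.4, 1237 of 12680 unchanged genes were called higher and 1235 lower in PM-LMSC.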

Results

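RNA-seq data were collected from cultured LMSCs of MMTV-PyMT mice at 3 tumour stages, with 1 library per stage. A-LMSC came from the adenoma stage, PM-LMSC from the pre-metastatic stage and M-LMSC from the metastatic stage. The libraries held 13479898, 12594155 and 14338909 counts in that order, and 14871, 16386 and 17085 genes had a count. The floor of 3 counts lay at 0.272, 0.234 and 0.174 CPM. Because each stage had a single library, no difference between stages had a replicate check, and all intervals and floors cover counting error only. Across the 13467 genes with at least 1 CPM in a library, log2 values correlated with Pearson r = 0.81 between PM-LMSC and A-LMSC, 0.73 between M-LMSC and A-LMSC and 0.91 between M-LMSC and PM-LMSC (genes are not independent replicates). The median log2 ratio of all measured genes was 0.19, 0.34 and 0.03 in these comparisons, and counts relative to these medians are given below. It was 0.25, 0.53 and 0.19 with FPKM, and -0.04, 0.10 and 0.02 with upper-quartile scaling.

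Transcripts of the surface markers by which the study defined LMSCs were present in all 3 libraries. Itgb1 (CD29), an integrin subunit for matrix adhesion, stood at 42.6 CPM in A-LMSC, 1846 in PM-LMSC and 2074 in M-LMSC. Cd44, a hyaluronan receptor, stood at 55.1, 303 and 262 CPM, although its log2 ratio of 2.23 between M-LMSC and A-LMSC turned to -0.32 once the GC content and length trend was removed. Nes (Nestin) stood at 60.0, 966 and 362 CPM, Pdgfra (CD140a) at 30.8, 230 and 137, and Ly6a (Sca1) at 8.88, 17.3 and 54.8. Of the markers stated as absent, Ptprc (CD45) had 0, 3 and 9 counts, Pecam1 (CD31) had 2, 17 and 5, and Itgam (CD11b) had 0, 48 and 72. Cd34 had 26, 441 and 692 counts. The 12 LMSC surface markers had a median log2 ratio of 2.65 in PM-LMSC against A-LMSC and 2.36 in M-LMSC against A-LMSC, percentiles 99.96 and 99.82 among random lists matched on expression and GC content. Without the trend these medians were 1.04 and 0.54, and in M-LMSC against PM-LMSC the median was -0.22, which became 0.02 with FPKM. Xist had 31, 98 and 1171 counts, and the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had 0 in every library.

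Gene composition differed between the libraries. The 15 control genes spread widely: their median log2 ratio was -0.11 in PM-LMSC against A-LMSC, 0.41 in M-LMSC against A-LMSC (-0.26 with the trend removed) and -0.03 in M-LMSC against PM-LMSC. With FPKM, the median of the same 15 genes turned to 0.18 in PM-LMSC against A-LMSC and 0.20 in M-LMSC against PM-LMSC. Over those that reached 1 FPKM, the basis used for the other lists, it turned to 0.04 and 0.24. Actb stood at 6693, 3983 and 2156 CPM, and Gapdh at 621, 251 and 212 CPM, with a Gapdh log2 ratio of M-LMSC to PM-LMSC of -0.24 that became 0.00 with FPKM. Eef1a1, a translation elongation factor, had log2 ratios of 1.86 and 2.04 against A-LMSC, while Rplp0, a ribosomal protein gene, had -1.49 and -1.71. Across protein-coding genes, the log2 ratio to A-LMSC declined with the GC content of the transcript, with a Spearman rho of -0.63 for PM-LMSC and -0.71 for M-LMSC, and of -0.39 for M-LMSC against PM-LMSC. The rho with transcript length was 0.36, 0.35 and 0.07. Mitochondrial genes took 1.02%, 0.535% and 1.80% of the counts in A-LMSC, PM-LMSC and M-LMSC.

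**Figure D1:**
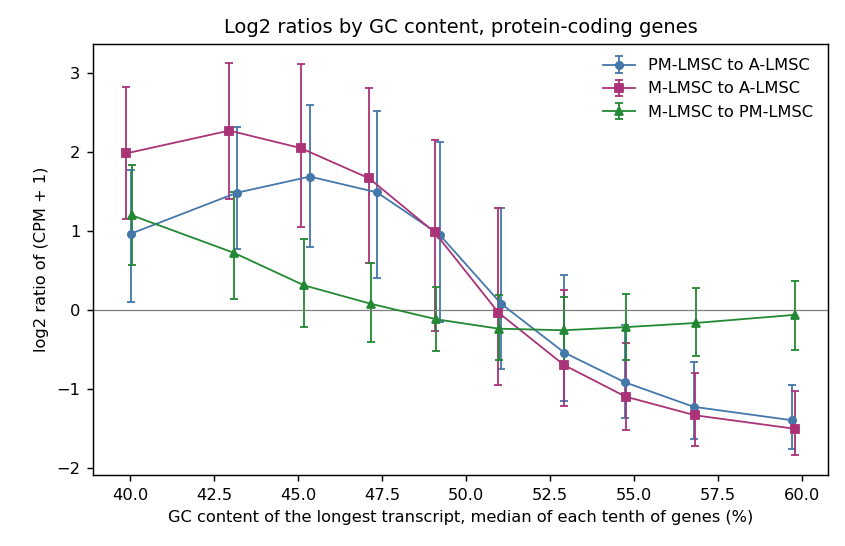
Median log2 ratio of (CPM + 1) against GC content (%) of the longest transcript, for protein-coding genes in 10 groups of near-equal size by GC content, with error bars from the lower to the upper quartile of genes. The highest and lowest medians were 1.69 and -1.39 for PM-LMSC to A-LMSC, and 2.27 and -1.50 for M-LMSC to A-LMSC. The lowest medians lay in the group of highest GC content. The group of lowest GC content stood below the highest medians, at 0.97 and 1.98. Medians of M-LMSC to PM-LMSC exceeded 1 only in the group of lowest GC content.

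C3, the central complement component and the gene the study followed, was more abundant in PM-LMSC and M-LMSC than in A-LMSC. C3 (ENSMUSG00000024164, chromosome 17, 57203970 to 57228136 on mm10) stood at 135 CPM in A-LMSC (95% interval 128 to 142, 1485 counts). It stood at 328 CPM in PM-LMSC (318 to 338, 4196 counts) and 354 CPM in M-LMSC (345 to 363, 6103 counts). The log2 ratio to A-LMSC was 1.28 (interval 1.20 to 1.37) for PM-LMSC and 1.39 (1.31 to 1.48) for M-LMSC. Relative to the median of all genes these ratios were 1.08 and 1.05. Between M-LMSC and PM-LMSC, the ratio was 0.11 (0.05 to 0.17). Among 800 protein-coding genes of similar GC content and level, whose median log2 ratios to A-LMSC were -0.69 and -0.99, C3 ranked at percentiles 89.9 and 93.5. Among all protein-coding genes it ranked at percentiles 69.9 and 65.0.

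The other complement genes moved in both directions. C1s1, a protease of the classical pathway, stood at 38.8, 175 and 203 CPM in A-LMSC, PM-LMSC and M-LMSC, and Masp1, a protease of the lectin pathway, at 12.7, 27.7 and 83.5 CPM. Cfb, the factor B of the alternative C3 convertase, was lower outside A-LMSC, at 235, 25.2 and 23.5 CPM, as was C4b at 108, 31.2 and 13.5 CPM. Among inhibitors, Cd55 was higher in M-LMSC, with 14, 15 and 258 counts, and Serping1 was abundant throughout, at 1401, 1298 and 759 CPM. Of the receptors, C3ar1 had 1, 21 and 25 counts. The 15 measured complement components had a median log2 ratio of 0.10 in PM-LMSC against A-LMSC, with 4 at least 2-fold higher and 3 at least 2-fold lower; the median became -0.05 with median-of-ratios scaling. Their median was -0.81 in M-LMSC against A-LMSC (percentile 5.64) and turned to 0.18 with the trend removed. In M-LMSC against PM-LMSC it was -0.56 (percentile 0.40), and -0.28 with the trend removed, at percentile 10.6 within the middle 95% of random lists. The 11 complement regulators and receptors had medians of 0.60, 1.08 and 0.12, at percentiles 81.5, 76.8 and 48.5, of which those of M-LMSC turned to -0.21 and -0.34 with the trend removed.

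**Figure D2:**
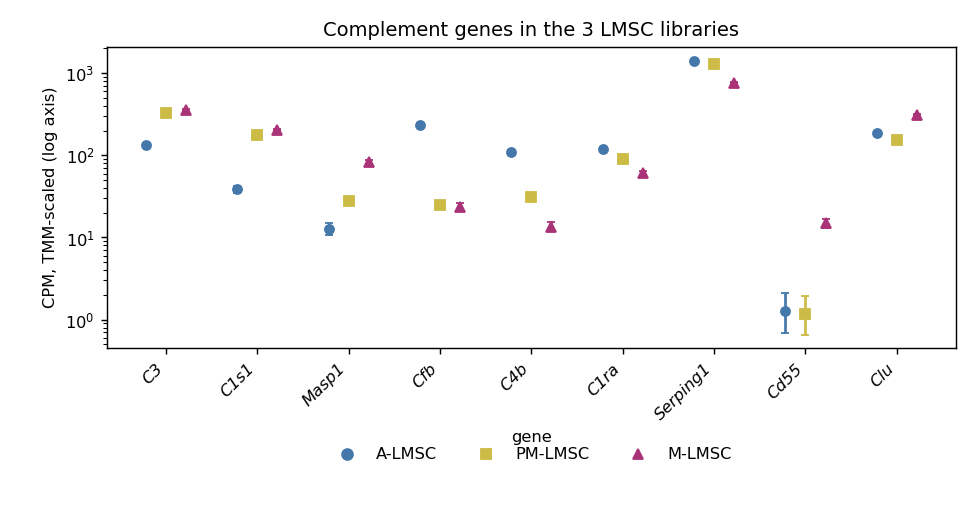
TMM-scaled CPM (log axis) of complement genes in A-LMSC (circles), PM-LMSC (squares) and M-LMSC (triangles), 1 library each, with exact Poisson 95% intervals of the count as error bars. C3 stood at 135, 328 and 354 CPM, C1s1 and Masp1 were lowest in A-LMSC, and Cfb and C4b were highest there.

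PM-LMSC were compared with A-LMSC to ask what distinguished stromal cells of the pre-metastatic lung. PM-LMSC held more transcripts of Timp3, Itgb1 and Il1rl1, and A-LMSC held more of Nos2, Sftpc and Sftpb. Timp3, an inhibitor of metalloproteases, stood at 105 CPM in A-LMSC and 3912 in PM-LMSC, and Itgb1 at 42.6 and 1846. Il1rl1, the receptor of IL-33, stood at 7.52 and 313 CPM, and Il33 itself had 2 and 181 counts, a 78.0-fold ratio (interval 21.3 to 649). Nos2, the inducible nitric oxide synthase, was lower, at 607 and 34.1 CPM. The surfactant genes Sftpc and Sftpb had 969 and 202 counts in A-LMSC and 0 in PM-LMSC, at least 375-fold and 78.1-fold lower.

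The other genes with the largest ratios toward PM-LMSC were Adnp, a transcription factor with 0 and 702 counts (at least 202-fold higher), Fam84b (log2 ratio 5.88), Tsr1 of ribosome assembly (5.55), the ubiquitin ligase Smurf2 (5.32), Ice1 (5.08), Wdr48 (5.03) and Heatr1 (5.02). Htr1b, a serotonin receptor, was 206-fold higher (interval 56.8 to 1709) from 2 counts in A-LMSC. Toward A-LMSC stood Adamts15 (-5.25), elastin (Eln, -4.31), the transcription factor Cebpb (-4.22), Tgm1 (-3.81) and Slc10a6 (-3.77). Pcdhgc3 (-4.93) and the Pcdhga8 gene ENSMUSG00000103897 (-5.89) share exons with neighbouring protocadherins. Reads of Hist2h2aa1, mt-Atp6 and mt-Nd4l may likewise be assigned unevenly to near-identical or overlapping genes: Hist2h2aa1 had 701 and 0 counts, mt-Atp6 4886 and 1, and mt-Nd4l 1 and 542. With the GC content and length trend removed, the ratio of Itgb1 was 3.70, that of Timp3 3.41 and that of Nos2 -3.70.

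Of 12727 genes, 4456 were at least 2-fold higher in PM-LMSC and 3183 at least 2-fold lower (58.3% higher), or 3944 and 3762 relative to the median of all genes. The split was 3270 to 1626 with FPKM, 66.8% higher. With the trend removed there were 2404 and 2169, which included 1923 and 912 of the same genes. Matrix proteases and inhibitors had a median log2 ratio of 1.06 (interval -0.27 to 1.97, percentile 99.8), with 12 of 24 at least 2-fold higher, including the urokinase gene Plau (3.49), Mmp13 (2.81) and Adamts1 (2.79), and 3 lower, including Mmp11 (-2.47). The median of 35 collagens and matrix genes was 0.00 (-0.18 with median-of-ratios scaling, -0.10 with the trend removed), from Thbs1 at 3.81, Col12a1 at 2.98 and Fbn1 at 2.89 to Ogn at -3.40 and Eln. Col1a1 stood at 16401 CPM in A-LMSC and 7267 in PM-LMSC. Antigen presentation genes had a median of -1.49 (interval -2.01 to -0.75, percentile 0.01, and 0.16 with GC content matched), with 10 of 14 at least 2-fold lower, among them the peptide transporter Tap1 (-2.52), Cd74 (-2.04) and Psmb10 (-2.01). Once the trend was removed the median was -0.62, at percentile 3.86 within the middle 95% of random lists.

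The interferon response median was -0.97 (interval -1.28 to 0.53, percentile 0.43), with 10 of 26 at least 2-fold lower and 7 higher. Rtp4 (-1.95), Irf7 (-1.94) and Usp18 (-1.86) were lower and Gbp2 (3.49), Ddx58 (3.06) and Gbp3 (2.98) higher. NF-kB and acute inflammation genes went both ways around a median of -0.06 (0.53 with FPKM, 0.10 with the trend removed), with Il1a at least 29.3-fold higher, Tnfaip3 at 3.08, Ptgs2 at 2.38, Icam1 at -2.15 and the acute-phase gene Saa3 at -1.81. The lung epithelial list had a median of -1.15 (percentile 0.02), or -1.55 with counts of 0 at their bound, and 6 of its 12 members were at least 2-fold lower. The size of this median depended on rare members: it was -2.35 with a pseudocount of 0.1, -0.52 with a pseudocount of 5, -0.36 with a minimum of 5 CPM and -0.46 with no minimum. Its value was -0.89 with the trend removed, at percentile 2.85 within the middle 95%.

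The study traced C3 to IL-4 and IL-13 acting through STAT6. Its evidence included STAT6 phosphorylation, higher in PM-LMSCs and M-LMSCs, with cytokine treatment, Stat6 knockdown and Stat6-deficient LMSCs. It also reported C3 induction by Th2 cell supernatant, and higher IL-13 in serum and IL-4 in lung extracts at the later stages. Transcript levels of the pathway's parts, given here, do not measure STAT6 activity and do not test that claim. The 14 measured IL-4 and IL-13 signalling parts had a median log2 ratio of -0.13 in PM-LMSC against A-LMSC and 0.04 in M-LMSC against A-LMSC, the latter -0.14 with median-of-ratios scaling, and 0.19 in M-LMSC against PM-LMSC. The IL-4 receptor chain Il4ra stood at 1093, 233 and 182 CPM in A-LMSC, PM-LMSC and M-LMSC, Jak1 at 11.7, 124 and 226, Socs3 at 361, 62.6 and 64.9, and Il13ra1 at 2.90, 3.12 and 22.7. Stat6 stood at 163, 113 and 104 CPM. Of 20 STAT6 response genes, 8 were measured, with medians of 0.39 and 0.26 against A-LMSC, which turned to -0.28 and -0.78 with the trend removed (the latter also to -0.50 with FPKM), and -0.61 in M-LMSC against PM-LMSC (percentile 1.10). Among them Vcam1 stood at 41.6, 330 and 281 CPM and Arg1 at 3.44, 4.45 and 2.73.

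M-LMSC were compared with A-LMSC to ask what distinguished stromal cells of the metastatic lung. Most mammary tumour epithelial genes were more abundant in M-LMSC, beside Ltf and Prl2c3, and Col1a1, Fbln1 and most cholesterol synthesis genes were less abundant. Krt8 and Krt7, keratins of simple epithelia, stood at 2.08 and 5.26 CPM in A-LMSC and 291 and 367 in M-LMSC. Ltf, the lactoferrin gene, had 0 and 3022 counts, at least 645-fold higher. Col1a1, the main fibrillar collagen gene, stood at 16401 and 1815 CPM, a log2 ratio of -3.18, and Fbln1, a basement membrane glycoprotein gene, at 857 and 42.9 CPM.

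The protease gene Klk6 had 0 and 2668 counts (at least 569-fold higher), Wnt7b 0 and 1561 (at least 333-fold) and Adnp 0 and 1407 (at least 300-fold). From 1 count each in A-LMSC, Prl2c3 was 4806-fold higher (interval 862 to 189838), Tns4 836-fold (150 to 33043) and the epithelial adhesion gene Epcam 563-fold (101 to 22247). Prl2c3 has close paralogs to which its reads may belong. Utp20 of ribosome assembly had a ratio of 5.61 and Itgb1 5.57. Toward A-LMSC stood Adamts15 (-5.60), Sftpc (-5.05), Cygb, a globin of fibroblast-like cells (-5.01), the exonuclease Trex1 (-4.63), the chemerin gene Rarres2 (-4.53), Spon2 (-4.36), Islr (-4.22) and Grin2d (-4.14). The protocadherin genes Pcdhga3 (-5.29) and both Pcdhga8 genes (-6.54 and -4.42) did so too.

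Of 13223 genes, 5418 were at least 2-fold higher in M-LMSC and 3666 at least 2-fold lower, 59.6% higher. The split was 4546 to 1347 with FPKM, 77.1% higher, and 4631 to 4660 relative to the median of all genes. With the trend removed it was 2487 to 2476, with 2055 and 1024 of the same genes. The mammary tumour epithelial list had a median of 3.12 (interval 2.65 to 5.47, percentile 100), or 3.97 with counts of 0 at their bound, 5.63 with a pseudocount of 0.1 and 1.98 with a pseudocount of 5, and 18 of its 20 measured members were at least 2-fold higher, among them Cldn4 (5.56), Krt18 (5.53) and Cdh1 (5.47). Krt19 was an exception at 29.5 and 27.2 CPM. Cholesterol synthesis genes had a median of -1.67 (interval -2.75 to 1.53, percentile 0.01), and 11 of 18 were at least 2-fold lower, among them the regulator Srebf2 (-2.94) and Fdps (-2.92), while Sc5d (3.09) and Idi1 (2.61) were higher. Antigen presentation genes had a median of -2.03 (interval -2.49 to -0.50, percentile 0), with 10 of 14 lower, led by Psmb8 (-3.24), and B2m higher (1.27). With the trend removed, these medians were 4.22, -1.10 and -0.71, the last at percentile 3.34 within the middle 95% of random lists. Collagens and matrix genes had a median of -0.88 (percentile 41.7), and -0.87 with the trend removed (percentile 0.05). NF-kB and acute inflammation genes had a median of 0.58, interferon response genes -0.13 (0.52 with FPKM) and matrix proteases and inhibitors -0.06 (0.49 with FPKM, 0.02 with the trend removed).

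The genes that PM-LMSC and M-LMSC shared against A-LMSC were examined because the study followed genes high at both stages. Higher in both were Adnp, Itgb1, Smurf2, Ice1, Heatr1, the arginyl-tRNA synthetase gene Rars (4.95 and 4.82), Brox (4.79 and 4.94), Arcn1 of vesicle coats (4.76 and 4.87), Ankfy1 (4.89 and 4.74), Myof (4.71 and 4.83), the proton pump subunit Atp6v1a (4.68 and 5.50), Ankrd1 (4.63 and 4.76) and the sheddase Adam17 (4.63 and 4.92). Itga6 was higher from 1 count in A-LMSC, 314-fold (56.0 to 12425) and 369-fold (65.9 to 14587). Lower in both were Adamts15, Sftpc, Sftpb, Nos2, Cfb, A4galt (-3.21 and -3.49), the mesenchymal membrane gene Tmem119 (-3.05 and -3.79), Ndufa4l2 (-3.12 and -2.88), Dhrs3, a retinaldehyde reductase (-3.28 and -2.85), Arsi (-3.16 and -2.84), Slc2a6 (-2.83 and -2.88) and the Sgsm3 gene ENSMUSG00000103565 (-2.86 and -3.07), the latter of uncertain read assignment. The protocadherin genes named above were lower in both as well, and mt-Nd4l, of uncertain read assignment too, had 1, 542 and 3358 counts. The single-gene ratios given here still hold the trend with GC content and length. A deviation of the A-LMSC library alone would also place genes on both lists. The lists by themselves therefore do not show a difference between stages. The genes at least 2-fold higher in both numbered 3846 of 12483, against 1683 if the calls were independent, and those lower in both 2594, against 935, with 32 in opposite directions. Both ratios share the A-LMSC library. Across genes they correlated with r = 0.87, with 89.6% of the same sign and a covariance of 2.65. Simulated unchanged groups with 1 shared A-LMSC library gave r = 0.52, 67.2%, a covariance of 0.0860 and overlaps of 12 and 7 at a coefficient of variation of 0.2. At 0.4 they gave r = 0.50, 67.6%, 0.304 and overlaps of 473 and 336, against 117 and 124 if independent. The simulation held no trend with GC content or length, unlike the real ratios. A single A-LMSC library cannot be split, so part or all of the excess over the simulation may come from that library. With the trend removed, r was 0.77, the covariance 1.13 and the overlaps 1504 and 1459, against 430 and 402.

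M-LMSC were compared with PM-LMSC to ask what set the metastatic stage apart from the pre-metastatic stage. Most mammary tumour epithelial genes, 9 of 15 neutrophil attractants and 8 of 15 p53 targets and senescence genes were at least 2-fold higher in M-LMSC. At least 2-fold lower were 21 of 35 collagens and matrix genes, 10 of 18 cholesterol synthesis genes and 9 of 20 proliferation genes, while 8 of the matrix and 3 of the proliferation genes were at least 2-fold higher. Krt7 stood at 17.4 CPM in PM-LMSC and 367 in M-LMSC, Cldn4, a tight junction gene, at 4.22 and 123, and Lcn2, an iron-binding protein gene of neutrophils and epithelia, at 35.9 and 307. Col1a1 stood at 7267 and 1815 CPM. Lcn2 belongs to both the neutrophil attractant and the mammary tumour epithelial lists. Epithelial cells in the M-LMSC culture are a candidate source of the epithelial transcripts, as described below. Which cells of the culture carried the attractant, p53 and matrix differences was not tested.

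The largest ratios toward M-LMSC also included Klk6 (5.68), Pik3c2a (5.04), Wnt7b (4.56), Klk10 (4.49), Tmtc3 (4.45) and Trp53inp1 (4.41), a p53 target. Csn1s1, a casein gene, had 2 and 430 counts, 160-fold higher (43.9 to 1323), and Prl2a1 3 and 453, 112-fold higher (38.1 to 546). Prl2c3 was higher as well (6.11). mt-Atp6 had 1 and 2324 counts and Hist2h2aa1 0 and 404. Toward PM-LMSC stood the semaphorin gene Sema7a (-5.35), the NG2 proteoglycan gene Cspg4 (-4.80), Thbs4 (114-fold, 38.6 to 556, with 3 counts in M-LMSC), Pakap (-4.04), the ion channel gene Asic3 (-4.04), the collagen receptor Itga11 (-3.86), Nxph3 (-3.61), Col6a3 (-3.59), the sphingosine phosphate receptor S1pr3 (-3.49), Nmnat2 (-3.47), Adcyap1r1 (-3.37) and the protocadherin gene Pcdhga4 (-5.66).

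Of 13181 genes, 2285 were at least 2-fold higher in M-LMSC and 1035 at least 2-fold lower, 68.8% higher. The split was 1581 to 407 with FPKM (79.5%) and 1429 to 1172 with the trend removed (54.9%, 1295 and 778 of the same genes). Neutrophil attractants had a median of 1.43 (interval 0.15 to 2.34, percentile 100), with 9 of 15 at least 2-fold higher, among them S100a9 (3.37), Lcn2 (3.06), Cxcl5 (2.46) and S100a8 (2.34), and 3 lower, led by Saa3 (-1.60). Their median was 0.64 with a pseudocount of 5 and 0.98 with the trend removed (percentile 100). Against A-LMSC their medians were 0.06 in PM-LMSC (-0.20 with median-of-ratios scaling, -0.61 with the trend removed) and 1.02 in M-LMSC (0.07 with the trend removed). p53 targets and senescence genes had a median of 1.16 (0.28 to 1.68, percentile 100), with 8 of 15 higher, including Ccng1 (3.70) and the death receptor Fas (2.67), and none lower. Collagens and matrix genes had a median of -1.20 (-1.51 to -0.37, percentile 0), with 21 of 35 lower, including Col15a1 (-2.82) and Thbs2 (-2.47), and 8 higher, including Vcan (3.49) and Dcn (2.85). Cholesterol synthesis genes had a median of -1.27 (-1.60 to -0.41, percentile 0), with 10 of 18 lower, led by Cyp51 (-2.59). The proliferation median was -0.91 (-1.26 to -0.54, percentile 0), with 9 of 20 lower, led by Plk1 (-1.84), and 3 higher, namely Mki67 (2.86), Top2a (2.40) and Bub1 (1.22). Against A-LMSC, in PM-LMSC and M-LMSC, the medians were -1.01 and -0.67 for p53 targets and 0.42 and 0.13 for proliferation (the latter -0.06 with median-of-ratios scaling). Those of M-LMSC turned with the trend removed, to 0.67 (percentile 99.6) and -1.18 (percentile 0.03), and that of proliferation in PM-LMSC to -0.07. The cholesterol synthesis median in PM-LMSC was -0.50. The remaining medians in M-LMSC against PM-LMSC were -0.51 for matrix proteases and inhibitors (percentile 1.00, and 3.32 with the trend removed), -0.29 for antigen presentation, 0.22 for NF-kB and acute inflammation and 0.16 for interferon response. For neutrophil attractants, p53 targets, collagens, cholesterol synthesis and proliferation, the percentiles in M-LMSC against PM-LMSC lay at 99.99, 100, 0, 0 and 0 among lists matched on GC content as well.

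**Figure D3:**
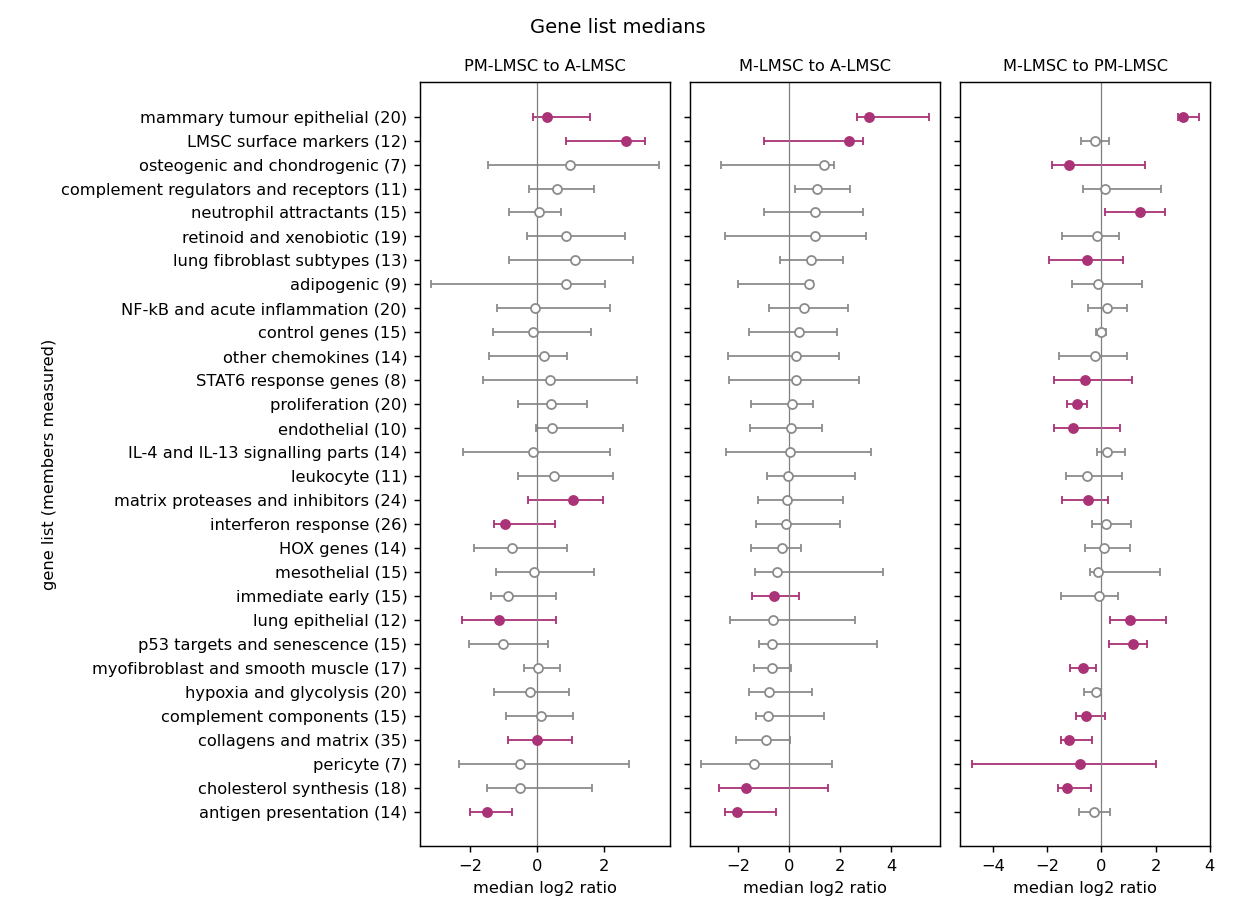
Median log2 ratio of the measured members (numbers in parentheses) of each fixed gene list in the 3 comparisons, with an interval of the median from the order of its members, and filled points outside the middle 95% of random lists matched on expression and GC content. The mammary tumour epithelial list stood at 3.12 in M-LMSC to A-LMSC and 3.01 in M-LMSC to PM-LMSC, and medians near 0, such as that of the control genes, change sign with the scaling or with the trend removed.

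Markers of other cell types moved with the libraries. The mammary tumour epithelial list had a median of 3.01 in M-LMSC against PM-LMSC (interval 2.83 to 3.60, percentile 100), or 3.79 and 2.05 with pseudocounts of 0.1 and 5, with 19 of 20 at least 2-fold higher. In PM-LMSC against A-LMSC its median was 0.29 (-0.11 to 1.56), at percentile 43.4, or 98.2 with GC content matched. With the trend removed it was 1.46 (percentile 100). That subtraction also shifts genes near the floor, so the 1.46 alone does not show a rise. The lung epithelial list differed within itself: Sftpc had 969, 0 and 29 counts, whereas Epcam had 1, 42 and 879, Cdh1 5, 72 and 1095, and Foxj1 1, 3 and 95. Its median was -0.64 in M-LMSC against A-LMSC (percentile 1.11), which turned to 0.66 with a minimum of 5 CPM and lay at percentile 28.8 with GC content matched. In M-LMSC against PM-LMSC it was 1.07, or 3.09 and 0.36 with pseudocounts of 0.1 and 5. The 15 mesothelial genes had a median of -0.13 in M-LMSC against PM-LMSC (0.14 with FPKM), and -0.10 (0.32 with FPKM) and -0.47 (0.24 with FPKM) against A-LMSC, or 0.06, 0.49 and 0.40 with the trend removed, with Msln at 50, 134 and 1284 counts and Wt1 at 71, 294 and 73. Among leukocyte genes, Adgre1 had 0, 146 and 86 counts and Lyz2 stood at 51.7, 244 and 99.0 CPM, and the 11 measured had medians of 0.49 (0.93 with the trend removed, percentile 99.0), -0.03 (0.43 with FPKM, 0.80 with the trend removed) and -0.52, the last of which turned to 0.0637 with no minimum and lay at percentile 0.855, or 5.29 with GC content matched. The endothelial median was -1.04 in M-LMSC against PM-LMSC (interval -1.77 to 0.68, percentile 0.01), with Esam at 23.5 and 3.83 CPM and Flt1 at 19.2 and 5.98, after medians of 0.44 (0.89 with the trend removed, percentile 99.4) and 0.09 (-0.44 with FPKM, -0.09 with the trend removed) against A-LMSC.

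**Figure D4:**
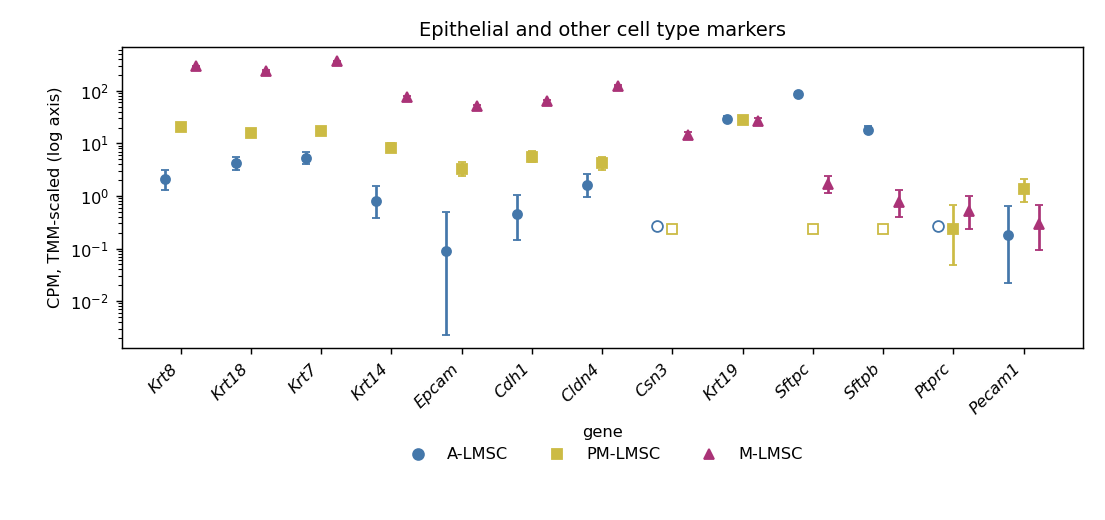
TMM-scaled CPM (log axis) of epithelial, leukocyte and endothelial marker genes in A-LMSC (circles), PM-LMSC (squares) and M-LMSC (triangles), 1 library each, with exact Poisson 95% intervals as error bars and open symbols at the floor of 3 counts for a count of 0. Krt8, Krt18, Krt7, Krt14, Epcam, Cdh1 and Cldn4 were highest in M-LMSC, Krt19 stood between 27.2 and 29.5 CPM, and Sftpc and Sftpb were highest in A-LMSC.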

Values the study reported

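The study stated that its RNA-seq covered n = 3 mice at each stage, of which n = 1 came from the present series and n = 2 from another. It placed the adenoma stage at 7 to 8 weeks of age, the pre-metastatic stage at 10 to 11 weeks and the metastatic stage at 13 to 14 weeks. It listed the top 20 genes that were higher in PM-LMSCs and M-LMSCs and named C3 among them.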

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

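Removal of the trend and random lists matched on GC content were chosen after seeing the data, and all other settings before. A pseudocount of 0.1 left the counts of genes and the C3 ratios near their main values, and a minimum of 5 CPM left the counts near theirs. With a pseudocount of 1, no minimum gives the same counts by construction. Neither minimum can change the C3 ratios. A pseudocount of 5, which shrinks ratios of low values by construction, gave 1237 genes higher and 628 lower in M-LMSC against PM-LMSC. FPKM, which carry no TMM factor and leave fewer genes above the minimum of 1, gave fewer lower genes: 1626 in PM-LMSC and 1347 in M-LMSC against A-LMSC, 843 in both, and 407 in M-LMSC against PM-LMSC. The C3 log2 ratios to A-LMSC were 1.55 and 1.90 with FPKM, 1.10 and 1.20 with median-of-ratios size factors, and 1.05 and 1.15 with upper-quartile scaling. With the GC content and length trend removed, C3 stood at 1.39 and 1.71, and genes at least 2-fold higher numbered 2404 in PM-LMSC and 2487 in M-LMSC against A-LMSC and 1429 in M-LMSC against PM-LMSC, with 1504 higher and 1459 lower in both. Of 90 list medians, 28 lay outside the middle 95% of random lists, 24 of them also with GC content matched and 17 also with the trend removed. With the trend removed 31 lay outside, so that setting added lists as well as dropping some. In at least 1 setting 41 of the 90 changed sign, including 28 with the trend removed. Only 2 of these 41 lay outside the middle 95%: lung epithelial in M-LMSC against A-LMSC from -0.64 to 0.66 with a minimum of 5 CPM, which drops its rarer members, and leukocyte in M-LMSC against PM-LMSC from -0.52 to 0.0637 with no minimum, which adds rare ones. The pseudocount moved the mammary tumour epithelial medians in M-LMSC, to 5.63 and 1.98 against A-LMSC and 3.79 and 2.05 against PM-LMSC with 0.1 and 5, and the lung epithelial medians with 0.1, to -2.35 in PM-LMSC against A-LMSC and 3.09 in M-LMSC against PM-LMSC, without a change of direction. Of the single-gene ratios checked, 87 moved in size with the trend removed and 51 did not. With FPKM 99 moved and 37 did not, and with a pseudocount of 5 these numbers were 96 and 45. Among named genes, Cd44 in M-LMSC against A-LMSC turned from 2.23 to -0.32 with the trend removed. Apart from what the settings themselves impose, the cause was not tested. Differences under the floor of 3 counts were not detectable at this depth.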

Other observations

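The following were chosen only after the results were seen: the tests of a GC content and length trend behind C3 and behind the epithelial genes, the tests of epithelial cells as a source of C3 and of mesothelial cells, the removal of the trend, the lists matched on GC content, and the milk gene list.

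Of the other chemokines, Ccl20, Ccl7 and Ccl2 were highest in M-LMSC: Ccl20, which draws CCR6-bearing leukocytes, stood at 1.09, 2.89 and 62.1 CPM in A-LMSC, PM-LMSC and M-LMSC, Ccl7 at 118, 136 and 465, and Ccl2 at 345, 401 and 774. Cxcl14 (817, 288 and 162 counts) and Cxcl10 (201, 68 and 43) were highest in A-LMSC, and the 14 measured had medians of 0.21 (-0.02 with upper-quartile scaling), 0.29 and -0.23 (percentiles 43.2, 39.6 and 11.4), with 2 at least 2-fold higher and 5 lower in M-LMSC against PM-LMSC. These medians became -0.62, -0.83 and -0.95 with the trend removed, the last at percentile 0. Retinoid and xenobiotic genes went both ways, with medians of 0.85, 1.01 and -0.17 (0.07 with FPKM), at percentiles 88.4, 90.5 and 25.4. With the trend removed, the median of PM-LMSC against A-LMSC was 1.04, at percentile 99.94 outside the middle 95%. Aldh1a1 (log2 ratios to A-LMSC 3.34 and 4.43) and the glutathione synthesis gene Gclc (4.29 and 4.61) were lowest in A-LMSC, and the retinoid carrier gene Crabp1 (-2.07 and -3.53) was highest there. Aldh1a3 was highest in PM-LMSC, with 3, 203 and 27 counts. The 7 osteogenic and chondrogenic genes had a median of -1.20 in M-LMSC against PM-LMSC (percentile 0.03), with Sox9 at -1.84 and Runx2 at -1.37. The median was -0.59 with a pseudocount of 5. Against A-LMSC their medians of 0.97 and 1.37 were within the middle 95% and varied widely: that of PM-LMSC was 2.69 with a minimum of 5 CPM, 2.09 with a pseudocount of 0.1 and 0.30 with a pseudocount of 5, and that of M-LMSC was 0.48 with the trend removed and 0.58 with a pseudocount of 5.

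Lists of mesenchymal subtypes had medians below 0 in M-LMSC against PM-LMSC, with 4 of 13 lung fibroblast, 2 of 7 pericyte and 6 of 17 myofibroblast genes at least 2-fold lower. Lung fibroblast subtype genes had a median of -0.54 (percentile 0.86), with Wnt2 at -2.80 and Fgf10 at 2.10, after 1.11 and 0.85 against A-LMSC (-0.08 for each with the trend removed). Pericyte genes had a median of -0.80 (percentile 0.505), led by Cspg4, or -0.16 with no minimum. Against A-LMSC their medians were -0.51 and -1.37, or -0.11 and -0.28 with the trend removed, and the latter lay at percentile 1.83, or 17.0 with GC content matched. With the trend removed, the pericyte and myofibroblast medians of M-LMSC against PM-LMSC were -0.49 and -0.41, at percentiles 8.32 and 7.39 within the middle 95% of random lists. Myofibroblast and smooth muscle genes had a median of -0.69 (percentile 0.92), with Des at -2.61 and Acta2 at 4429, 5781 and 5319 CPM in A-LMSC, PM-LMSC and M-LMSC, after medians of 0.01 (-0.17 with median-of-ratios scaling) and -0.68 against A-LMSC. With the trend removed, the medians against A-LMSC were 0.61 (percentile 99.6) in PM-LMSC and -0.16 (percentile 68.1) in M-LMSC. Myh11, a smooth muscle myosin gene, stood at 9.15, 280 and 242 CPM. Adipogenic medians were 0.86 (-0.03 with FPKM), 0.78 (-0.50 with FPKM, -0.70 with the trend removed) and -0.13, with Cebpb at -4.22 and Pparg at 1, 69 and 15 counts. Hypoxia and glycolysis medians were -0.21 (0.10 with FPKM, 0.06 with the trend removed), -0.79 and -0.20 (0.04 with FPKM), with Vegfa at 1351, 5584 and 2065 counts. Immediate early medians were -0.86 and -0.58 (0.21 and 0.42 with the trend removed) and -0.09 (0.15 with FPKM), with Egr2 at 3.04 and Ier2 at -2.59 in PM-LMSC against A-LMSC. HOX gene medians were -0.75 (percentile 2.18), -0.29 (0.07 with FPKM, 0.23 with the trend removed) and 0.11, with Hoxb6 at -2.63 and Hoxb5 at -2.29 in PM-LMSC against A-LMSC. The -0.75 became -0.0075 with no minimum and -0.36 with the trend removed (percentile 15.5), and lay at percentile 18.6 with GC content matched.

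The log2 ratios to A-LMSC declined with GC content (rho -0.63 and -0.71). A GC bias of the A-LMSC library would make subunits of stable complexes, which are made in fixed proportions, follow GC content as well, and over 119 subunits of 5 complexes the rho was -0.674 (95% interval -0.777 to -0.543), although the 12 eIF3 subunits alone gave -0.0909. Loss of long transcripts from that library would raise the ratio with length among genes of mid-range GC content, and there the rho was 0.389 (0.356 to 0.418, 2592 genes). Both explanations remain open, and together they could account for a large share of the differences from A-LMSC: of the 4456 genes higher in PM-LMSC, 1923 were still so once the trend was removed. GC content and length were removed together, so the share of each is not known. Tumour stage, age and culture differ along with the library and were not tested apart from it.

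C3 was higher in PM-LMSC and M-LMSC than in A-LMSC. A GC content and length trend as the whole cause was argued against, since the PM-LMSC ratio after its removal was 1.39. Epithelial cells that carry tumour markers were argued against as well, as the source in PM-LMSC. The excess of C3 over A-LMSC in PM-LMSC was 0.880 of that in M-LMSC. For 18 mammary tumour epithelial markers the median share was 0.0319 (quartiles -0.00889 to 0.0504, highest 0.1002). Krt19, which did not rise in M-LMSC, was not among the 18. The values on both sides had been seen before this comparison was chosen, so it restates them and is no independent check. Leukocytes were not tested as a source; Ptprc had 3 and 9 counts in PM-LMSC and M-LMSC, after a selection for CD45-negative cells, and Lyz2 stood at 244 and 99.0 CPM. Epithelial cells were not tested as a source of C3 in M-LMSC, where epithelial transcripts were abundant, and stay open there. From these libraries alone, tumour stage stays open as a hypothesis, with library preparation and variation between cultures, since each stage had 1 library. The study also reported higher C3 in PM-LMSCs and M-LMSCs by quantitative PCR, ELISA of culture supernatants and immunoblot. By immunofluorescence of lung tissue, it reported more C3 at the pre-metastatic and metastatic stages, mainly in Nestin-positive cells. Those assays do not depend on the libraries examined here.

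Most epithelial genes were higher in M-LMSC than in PM-LMSC, including milk genes (median 3.66 over 4 measured) with Csn3 at 0 and 253 counts. Epithelial cells, such as mammary tumour cells, that passed the CD45-negative selection and adherent culture to passage 3 are a candidate source: a second epithelial list, written before its values were seen, had a median of 2.10 (interval 1.51 to 2.76, 24 of 26 measured), and Krt7, Krt8 and Krt18 stood at 367, 291 and 238 CPM. From marker staining at passage 3, the study proposed that its LMSC preparations were largely, perhaps wholly, free of tumour and lung epithelial cells. Mesothelial cells, which also express Krt8, Krt18 and Krt19, were argued against as the main source, as 12 mesothelial genes outside the epithelial lists had a median of -0.190 (-1.29 to 0.863). Mesothelial genes went both ways, with Msln higher and Wt1 lower in M-LMSC, so this median cannot exclude a smaller share of such cells. A GC content and length trend was argued against by a median of 3.13 after its removal (2.48 to 3.54, 20 genes). Expression of these genes by the stromal cells themselves at the metastatic stage was not tested and stays open, and Krt19, at 27.4 and 27.2 CPM, did not share the difference.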
